A study of Mus musculus with 18 samples.

How the data were processed

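RNA of mouse skeletal muscle was sequenced in 18 libraries, 3 in each of 6 groups, per the labels. Wild-type mice were kept for 10 weeks on normal chow or on a high-fat diet (HFD), each with or without a compound labelled AQ in the drinking water. The labels do not spell out AQ, and it is called AQ here. The remaining groups were mice carrying a Nurr1 transgene and their wild-type controls, both on HFD. RNA was extracted with TRIzol and read as single-end reads of 50 bases, per the labels' protocols. The labels number the libraries of a group as biological replicates. Sequencing days, litters and sex are not given in the sources used here.

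The authors deposited a single table of 12558 genes by symbol, with a CPM value per library. TopHat2 2.0.12 and edgeR are named in the submitters' processing notes, with the builds GRCm38 and mm10. The counting tool, the annotation, the use of strand and the filter on genes are not given in the sources used here. The deposited CPM columns summed to between 929993 and 1071538, so they are a scaled signal and not plain CPM. Every value (100% within a tolerance of 1e-06 reads) was a whole number of reads times a factor per library, and TMM scaling recomputed on those reads gave the deposited scale. The recovered reads ranged from 10404895 to 16082994 per library. A gene at 3 reads then lay at 0.191 to 0.277 CPM, and such floors cover counting error only. Mitochondrially encoded genes and nearly all haemoglobin genes have no rows in the table used here, and changes in them were not analysed.

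The main test was limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend) on log2(CPM + 1), two-sided, with the 6 groups in a single fit that left 12 residual degrees of freedom. Genes with at least 1 CPM in at least 3 libraries were tested, which kept 12524 genes. Adjusted p-values are Benjamini-Hochberg values over those genes with a threshold of 0.05. Log2 fold changes are on the log2(CPM + 1) scale, which understates the change of low genes. Levels are given as the mean CPM ± SD of 3 libraries and fold changes with their standard error (SE). For the family of Nr4a genes an exact two-sided permutation test was added, and 3 libraries against 3 cannot give a p below 0.1. Because the values gave whole reads, edgeR 4.0.16 (quasi-likelihood test) and DESeq2 1.42.0 were run on the recovered reads as alternatives.

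Before the data were examined, 30 gene lists were fixed for the tissue, the diet and the treatments, with markers of other cell types that muscle samples can hold. In 28 of them at least 3 members were measured. Lists were tested with camera (limma) at a preset correlation of 0.01 between genes, adjusted over the lists of a comparison, and again with an estimated correlation. Members were counted over all genes tested and adjusted over the list alone. The genes named were also chosen by a rule fixed before the data were examined. In each main comparison these were the 10 largest changes each way among genes past the threshold whose groups did not overlap and whose higher mean was at least 2 CPM, leaving out unnamed gene models. The Nr4a genes were always named, with up to 4 called members of each list or, where none was called, up to 2 with the smallest p. A gene that this rule names is not reported here. Groups of 3 fail to overlap in 10% of genes by chance.

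Gene symbols were matched to GENCODE release 21 for mouse (GRCm38), 12024 directly and 468 through older symbols, and 12492 genes had a GC content. Without a stated use of strand, reads of a gene and an antisense neighbour cannot be told apart, and reads shared between near-identical genes such as Hspa1a and Hspa1b could be split in unknown ways.

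The tests were tried on simulated reads with 200 changed genes. In the comparison of AQ with control on chow, 91.5% of 4-fold changes, 79.7% of 2-fold changes and 52.4% of 1.5-fold changes were recovered among 12441 genes, with 8 false calls. For diet the shares were 96.8%, 93.2% and 69.2% among 12452 genes, for AQ on HFD 98.5%, 83.3% and 57.5% among 12431, and for the transgene 95.3%, 80.9% and 52.9% among 12445. Alternatives were other pseudocounts (0.25 and 4), filters, scalings, variance models, fits with only the groups compared, a replicate block, the count tests, and leaving out each library. After the data were seen, removal of each library's GC trend (loess, span 0.3) and a clock score (log2 Arntl minus log2 Dbp) as a covariate were added. Libraries of the same group differed by more than sampling noise in each pair, with a chi-square per degree of freedom of at least 4.26, so none was counted as a duplicate.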

Results

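Skeletal muscle transcriptomes were compared between mice on chow and HFD, with and without AQ, and between Nurr1 transgenic mice and their controls on HFD. NURR1, the protein of Nr4a2, is an orphan nuclear receptor, and the series concerns its activation in muscle and energy balance. Each of the 6 groups held 3 libraries of 10404895 to 16082994 recovered reads. The 10 most abundant genes took 19.8% to 26.4% of the reads of a library.

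Nr4a2 was 12 times higher in transgenic muscle than in its controls. It reached 22.9 ± 6.2 CPM (SD, n = 3) against 1.91 ± 0.37 CPM, a log2 fold change of 3.02 ± 0.27 (SE) with a limma adjusted p of 7.91e-06. The 3 transgenic libraries lay at 18.8, 30.1 and 19.8 CPM, and no other library exceeded 4.79 CPM. The exact two-sided permutation p was 0.1, the smallest that 3 libraries against 3 allow. Nr4a2 lies on chromosome 2 from 57106830 to 57124003 (GRCm38), and reads of the transgene and of the endogenous gene cannot be told apart in a table by symbol. AQ did not change Nr4a2 past the threshold. On HFD it was 1.37 ± 0.61 CPM with AQ and 1.38 ± 0.28 CPM without (limma adjusted p = 0.979), and on chow 2.70 ± 1.9 against 1.44 ± 0.29 CPM (adjusted p = 0.400). The related receptor gene Nr4a1 was at 116 ± 9.8 CPM in transgenic and 232 ± 42 CPM in control muscle, which missed the threshold (log2 fold change -0.98 ± 0.22, limma adjusted p = 0.0557). Nr4a3 passed in no comparison.

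**Figure D1:**
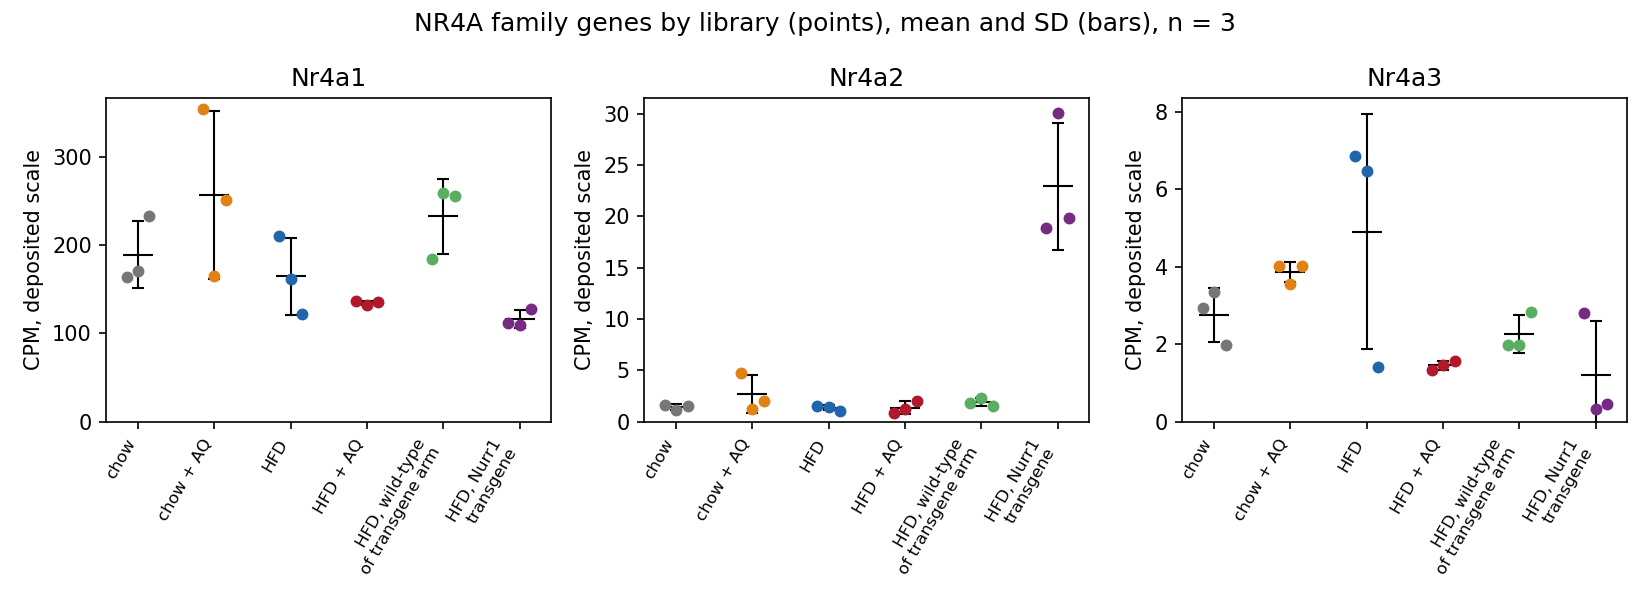
CPM of Nr4a1, Nr4a2 and Nr4a3 on linear axes by group, with a point per library and bars for the mean and SD of 3 libraries. Nr4a2 averaged 22.9 CPM in the transgenic group and 1.91 CPM in its controls.

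The first comparison asked how 10 weeks of HFD changed wild-type muscle. Ech1, an isomerase of unsaturated fatty acid oxidation, rose from 234 ± 34 to 421 ± 56 CPM (log2 fold change 0.84 ± 0.13, limma adjusted p = 0.0274). Decr1, a reductase of the same route, rose from 161 ± 38 to 263 ± 19 CPM (0.73 ± 0.12, adjusted p = 0.0344), and Dbi, which encodes the acyl-CoA binding protein, from 65.9 ± 8.6 to 101 ± 5.1 CPM. Tmem45b rose by the largest log2 fold change among called genes, 1.84 ± 0.27, to 5.73 ± 0.77 CPM. In all, 6 genes passed, 5 higher and 1 lower, while 1193 had an unadjusted p under 0.05, and edgeR called 5 and DESeq2 47. The gene lower on HFD was Plet1os, annotated as antisense, at 4.04 ± 0.60 against 8.75 ± 0.92 CPM. The remaining higher gene, 1500017E21Rik, fell outside the naming rule and is named after its values were seen, with a log2 fold change of 0.79.

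Of 32 genes of fatty acid uptake and oxidation, 31 had log2 fold changes above 0, 2 passed over all genes and 27 adjusted over the list alone. Their mean log2 fold change was 0.59 (camera adjusted p = 4.91e-24, and adjusted p = 0.403 with an estimated correlation). This list lay at 0.18 from its mean over all libraries in chow replicate 1, near the 0.20 to 0.48 on HFD. Chow replicates 2 and 3 lay at -0.54 and -0.49, so the size of the list mean rested largely on them. The list still passed without each single library (camera adjusted p up to 1.1e-14). Adipocyte markers averaged 0.96, with 6 of 10 past the threshold adjusted over the list alone and none over all genes (adjusted p = 0.403 with an estimated correlation). Leptin (Lep) was at 30.1 ± 22 CPM on HFD and 3.56 ± 2.3 CPM on chow, and the lipid droplet gene Plin1 at 10.5 ± 3.2 and 3.85 ± 1.8 CPM. Markers of leukocytes (mean 0.36), fibroblasts and matrix (0.40) and endothelium (0.19) also passed as lists, each with an adjusted p of 0.403 with an estimated correlation. The nuclear-encoded respiratory chain list averaged 0.17, with 23 of 24 members above 0, and the citrate cycle and pyruvate list 0.15, with 16 of 17, both with an adjusted p of 0.483 with an estimated correlation. Heat shock (mean 0.42, adjusted p = 0.657 with an estimated correlation), integrated stress (0.24, adjusted p = 0.403) and interferon genes (0.21, adjusted p = 0.625) completed the 10 lists that passed. No list held with an estimated correlation.

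No gene passed without HFD replicate 2, chow replicate 2 or chow replicate 3, when 780, 1104 and 1097 had an unadjusted p under 0.05 in limma, and 40 passed without chow replicate 1. The heat shock list was lost without HFD replicate 2 (camera adjusted p = 0.855), and the citrate cycle, endothelial, integrated stress and interferon lists were also lost without a single library, at adjusted p-values up to 0.149.

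The effect of AQ on HFD was tested next. Plin4, a lipid droplet coat protein gene, fell from 470 ± 76 to 271 ± 37 CPM (log2 fold change -0.79 ± 0.11, limma adjusted p = 0.0202). Vcan, which encodes the matrix proteoglycan versican, fell from 16.9 ± 4.4 to 7.36 ± 1.7 CPM (-1.09 ± 0.18, adjusted p = 0.0267), and the solute carrier gene Slc35f5 from 50.3 ± 5.5 to 31.9 ± 2.6 CPM. Erg, an endothelial transcription factor gene, rose from 10.9 ± 0.35 to 16.5 ± 0.84 CPM (0.56 ± 0.09, adjusted p = 0.0267), and the cadherin gene Cdh23 from 8.32 ± 1.3 to 15 ± 1.1 CPM. These 5 and 1500017E21Rik (-0.75, named after its values were seen) were the 6 genes past the threshold, 2 higher and 4 lower. There were 1474 with an unadjusted p under 0.05, and edgeR called 6 and DESeq2 143. A fit with only the groups compared called 1 gene and kept 0 of the 6.

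With AQ on HFD 13 lists passed, and none of them did with an estimated correlation (adjusted p from 0.356 to 0.619 with an estimated correlation). Matrix markers averaged -0.63, with 0 of 16 past the threshold over all genes and 13 adjusted over the list alone. Col5a1 was at 39.1 ± 2.2 against 72.6 ± 25 CPM and Fbn1 at 43.8 ± 4.0 against 87.1 ± 32 CPM. Adipocyte markers averaged -0.93, with 8 of 10 adjusted over the list alone, and Cidec was at 8.77 ± 7.5 against 26.3 ± 8.3 CPM. All 16 immediate early genes (mean -0.69) and all 12 heat shock genes (-0.67) had log2 fold changes below 0, and none of either passed. The leukocyte (-0.29), atrophy and denervation (-0.28), lysosome and autophagy (-0.14), glycolysis (-0.15) and fast fibre (-0.13) lists were lower too. The atrophy list was mixed, with 3 of 14 members lower and 2 higher adjusted over the list alone. The interferon (0.25), nuclear-encoded respiratory chain (0.16), citrate cycle (0.14) and cholesterol (0.10) lists were higher, with all 24 respiratory chain genes above 0. Endothelial markers averaged 0.08 and did not pass.

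Each of the 6 libraries moved this count. It was 1 without untreated replicate 1, untreated replicate 2 or AQ replicate 1, 0 without AQ replicate 2 or 3, and 224 without untreated replicate 3. On the 200 genes ranked first without it, untreated replicate 3 lay at 0.74 on a scale from 0 (other untreated libraries) to 1 (AQ), where untreated replicates 1 and 2 lay at 0.24 and 0.26 and the AQ libraries at 0.69 to 0.84 when held out likewise. In the absence of untreated replicate 2, the immediate early and heat shock lists did not pass (camera adjusted p = 0.0783 and 0.0618). On these lists replicate 2 lay at 1.16 and 1.28 log2 units from the mean over all libraries. Untreated replicate 1 lay at 0.08 and 0.15, untreated replicate 3 at -0.33 and -0.15, and the AQ libraries at -0.55 to -0.20 and -0.28 to -0.21. The size of both list means thus rested largely on replicate 2. The glycolysis, fast fibre, atrophy, citrate cycle and cholesterol lists were each lost without a single library, at adjusted p-values up to 0.427.

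The effect of AQ was also tested on chow. The sterol-regulated transcription factor gene Srebf2 rose from 19.5 ± 1.7 to 26.7 ± 2.7 CPM (log2 fold change 0.43 ± 0.10, limma adjusted p = 0.043), and squalene epoxidase (Sqle) from 0.901 ± 0.34 to 2.02 ± 0.28 CPM. The desaturase gene Scd1 rose from 110 ± 6.3 to 211 ± 11 CPM (0.94 ± 0.20, adjusted p = 0.0372) and fatty acid synthase (Fasn) from 29.0 ± 3.9 to 54.7 ± 13 CPM. Plin4 fell from 373 ± 12 to 208 ± 19 CPM (-0.84 ± 0.11, adjusted p = 0.00278). In all 139 genes passed, 105 higher and 34 lower, with 1942 at an unadjusted p under 0.05, and edgeR called 146 and DESeq2 280.

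Clock genes were among the largest changes on chow. The activators Npas2 and Arntl rose, from 0.925 ± 0.81 to 3.80 ± 0.79 CPM (1.39 ± 0.26, limma adjusted p = 0.0216) and from 18.2 ± 11 to 39.6 ± 5.4 CPM (1.24 ± 0.28, adjusted p = 0.0422). The repressor Per2 fell from 32.2 ± 16 to 11.4 ± 3.2 CPM (-1.30 ± 0.30, adjusted p = 0.0440). The 16 clock genes did not pass as a list. That test looks for a shift in a common direction, and adjusted over the list alone 3 rose and 2 fell. It therefore cannot decide on clock changes that go both ways. Cyp26b1, which encodes a retinoic acid-degrading enzyme, rose from 4.45 ± 1.6 to 21.1 ± 12 CPM, Bcl6b from 6.20 ± 1.7 to 18.6 ± 1.4 CPM and the myogenic factor gene Myod1 from 15.1 ± 1.6 to 31.7 ± 3.5 CPM. Pim1, Auts2, Trp53i11 and Cldn5 also rose, by 0.93 to 1.15 on the log2 scale, and the glucose transporter gene Slc2a1 by 0.64. Fam107a, Angptl7, Cep85l, Slc4a8 and Lmod2 fell, with log2 fold changes between -1.49 and -1.11, and Nrip1, Adh1, Ccbe1 and Rasl11b with -0.91 to -0.71.

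Among the lists, 7 passed on chow. Of 18 cholesterol genes 3 rose over all genes, and adjusted over the list alone 5 rose and 1 fell (adjusted p = 0.121 with an estimated correlation), and of 15 lipogenesis genes 2 rose over all genes and 4 adjusted over the list alone (adjusted p = 0.644 with an estimated correlation). Leukocyte markers averaged 0.43, with the antigen presentation genes H2-Eb1 and H2-Aa past the threshold (adjusted p = 0.644 with an estimated correlation). Endothelial markers averaged 0.21, with Vwf past it, and interferon genes 0.31, both at an adjusted p of 0.644 with an estimated correlation. Matrix markers averaged 0.24 and fatty acid uptake and oxidation genes -0.23, both at an adjusted p of 0.720 with an estimated correlation, and the latter did not pass without chow replicate 1 (camera adjusted p = 0.877). The lipogenesis, matrix, endothelial and interferon lists were each lost without a single library, at camera adjusted p-values up to 0.162.

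Called genes that were higher had a median GC content of 58.1% against 51.0% of all genes, and across genes, which are not independent replicates, the log2 fold change went with GC content at r = 0.338. With each library's GC trend removed, 19 genes passed, all among the 139 and Plin4 and Myod1 among them. Srebf2, Sqle, Scd1 and Fasn were not (limma adjusted p = 0.153, 0.0677, 0.0677 and 0.124), and the lipogenesis list did not pass either (camera adjusted p = 0.0628). The log2 fold changes of these 4 genes went from 0.43, 0.68, 0.94 and 0.87 to 0.31, 0.70, 0.90 and 0.76. Most of their size thus remained when their calls were lost. The cholesterol list still passed (camera adjusted p = 0.0018). With the trend left in, the counts without chow replicate 2 or AQ replicates 1, 2 and 3 were 34, 22, 13 and 13.

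**Figure D2:**
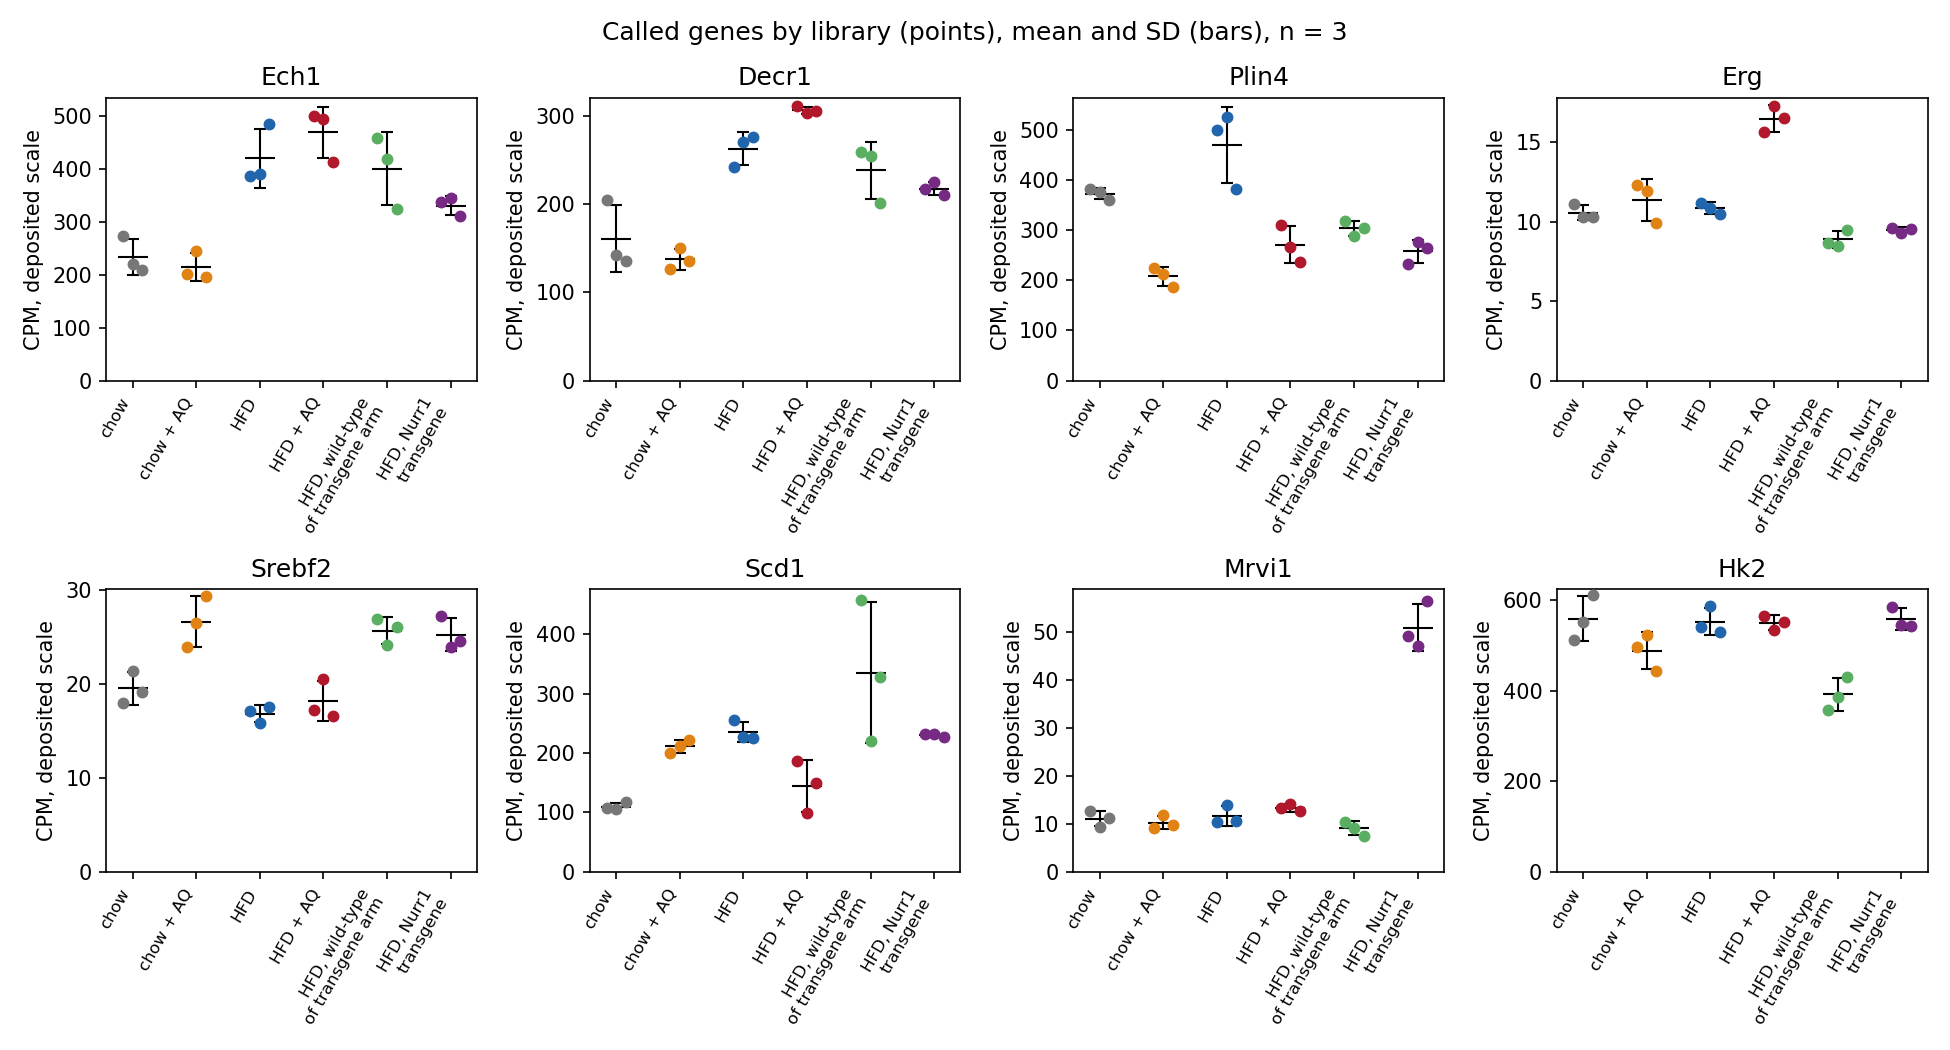
CPM of 8 called genes on linear axes by group, with a point per library and bars for the mean and SD of 3 libraries. Plin4 lay at 271 CPM with AQ against 470 CPM on HFD and at 208 against 373 CPM on chow, and Hk2 was at 392 CPM in the controls of the transgenic mice.

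Whether AQ acted differently in the diets was tested directly. The AQ effect differed between diets in 89 genes by limma, 16 with a higher and 73 with a lower effect on HFD, with 1770 at an unadjusted p under 0.05, and edgeR called 76 and DESeq2 229. The matrix genes Fbn1 and Col5a3 differed by -1.68 ± 0.29 and -1.78 ± 0.33 on the log2 scale, and the complement gene C4b by -1.94 ± 0.36. Slc4a8, Fmo2, P2ry1 and Adh1 differed by 1.21 to 1.46. Plin4 was the only gene called in the same direction in both diets, and across genes the log2 fold changes of AQ in the diets correlated at r = -0.0149 (Spearman rho -0.0350). With the GC trend removed 25 genes passed, 24 of them among the 89, and single libraries moved the count to between 3 and 103.

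The diet and AQ effects on HFD share the untreated HFD libraries with opposite sign. Across genes they correlated at r = -0.487 (rho -0.382), and unchanged groups simulated with the same sharing gave -0.499. The covariance was -0.0210 against a simulated -0.0109. A control group of 3 cannot be split into groups of 2, and part of the excess may come from the shared libraries. Of the 6 genes called in each, 1500017E21Rik was higher on HFD and lower with AQ. Independent lists would share 0.0016 such genes, but the shared libraries favour this direction, and 12 of 100 simulations of unchanged groups placed at least 1 such gene among the first 6 of both.

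In transgenic muscle, Mrvi1, which encodes a partner of cGMP kinase signalling, rose from 9.05 ± 1.4 to 50.8 ± 4.9 CPM (log2 fold change 2.37 ± 0.14, limma adjusted p = 2.02e-08). Igfn1 rose from 28.7 ± 8.0 to 150 ± 52 CPM, the flagellin receptor gene Tlr5 from 2.47 ± 0.48 to 13.6 ± 4.0 CPM and Pthlh, the gene of a parathyroid hormone-related peptide, from 2.68 ± 0.20 to 10.4 ± 0.34 CPM. The cardiac actin gene Actc1 rose from 348 ± 50 to 3026 ± 1742 CPM (2.97 ± 0.64, adjusted p = 0.0394), although its reads are near-identical in part to those of other actin genes. The protease gene Htra4 fell from 16.6 ± 5.4 to 1.33 ± 0.30 CPM (-2.88 ± 0.44), and the transcription factor gene Klf2 from 29.5 ± 7.6 to 12.1 ± 1.7 CPM. In all 75 genes passed, 48 higher and 27 lower, with 1121 at an unadjusted p under 0.05, and edgeR called 81 and DESeq2 171. The clock score did not overlap between these groups, at -3.28 to -2.96 in transgenic and -1.92 to -1.43 in control libraries. With the score as a covariate 50 of the 75 calls were kept, so a part of the clock in the others stays open.

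Further genes that rose were Syt9, Slc45a3, Fat3 and the polyamine oxidase gene Smox, by 1.40 to 1.90. Odf3l2, Shc2, Rasd2, Tpx2, Ctxn3, Sorcs1, Cd28 and Prss55 fell, with log2 fold changes between -2.34 and -1.02. Of 17 glycolysis genes 15 had log2 fold changes above 0, none passed over all genes and 8 did adjusted over the list alone (mean 0.29, adjusted p = 0.360 with an estimated correlation). Pfkm, the muscle phosphofructokinase gene, was at 6121 ± 205 against 4408 ± 518 CPM and Pgam2 at 3228 ± 456 against 2294 ± 349 CPM. Hexokinase 2 (Hk2), in the glucose uptake list, was at 557 ± 24 against 392 ± 37 CPM in the controls (0.51 ± 0.09, limma adjusted p = 0.00565). The transgenic libraries, at 543 to 585 CPM, did not exceed the untreated HFD libraries of the AQ comparison, at 530 to 587 CPM.

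Immediate early genes averaged -0.59, with Klf2 past the threshold over all genes and 2 of 16 adjusted over the list alone (adjusted p = 0.420 with an estimated correlation). Interferon genes averaged 0.30 and leukocyte markers 0.24, with all 14 and all 16 members above 0. Both had an adjusted p of 0.494 with an estimated correlation. The interferon list lay at 0.58 from its mean over all libraries in transgenic replicate 2. It lay at -0.07 and -0.09 in transgenic replicates 1 and 3 and at -0.33 to -0.02 in the controls. The size of the interferon mean thus rested largely on transgenic replicate 2 (camera adjusted p = 0.301 without it). Nerve (-0.33) and tendon markers (-0.36) were lower (adjusted p = 0.494 with an estimated correlation for both), as were atrophy genes (-0.22, adjusted p = 0.360), lysosome and autophagy genes (-0.12, adjusted p = 0.420) and fatty acid genes (-0.11, adjusted p = 0.889, each with an estimated correlation). Without transgenic replicate 1 or 2 the count was 46 or 43. Apart from the glycolysis and immediate early lists, the lists that passed were lost without a single library, at camera adjusted p-values up to 0.655.

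**Figure D3:**
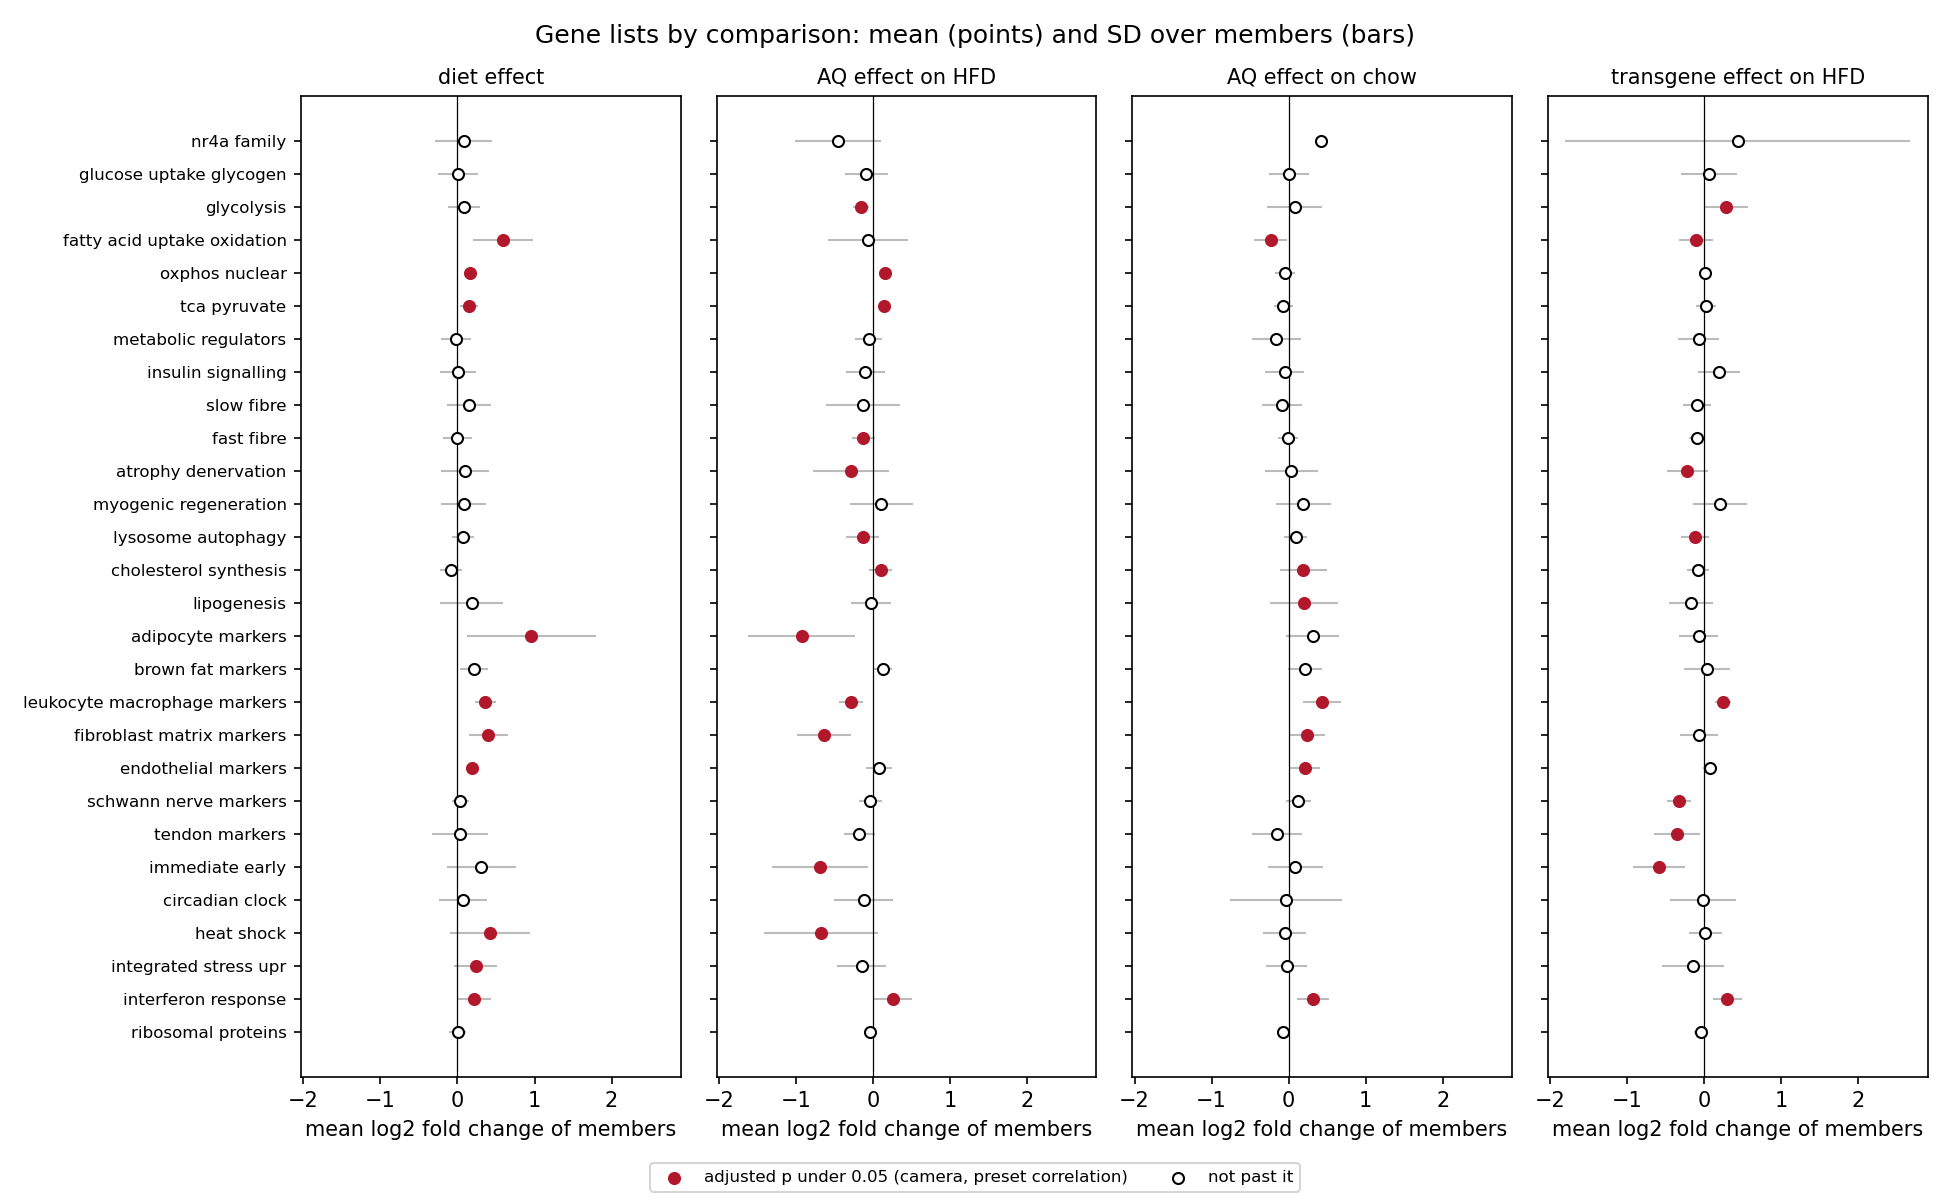
Mean log2 fold change of each of 28 gene lists in the 4 main comparisons, with bars for the SD over members and filled points for an adjusted p under 0.05 by camera with a preset correlation. The fatty acid list averaged 0.59 with diet, matrix markers -0.63 with AQ on HFD and glycolysis 0.29 with the transgene.

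AQ and the transgene were then compared on HFD, each against its own controls. No gene was called in both, where 6 and 75 genes were called separately by limma and independent lists would share 0.036. Across genes the log2 fold changes correlated at r = 0.0853 (rho 0.0352), and 35 of 100 regroupings, the real one included, gave an r as large in size. The effects differed past the threshold in 36 genes, 10 with a higher and 26 with a lower AQ effect, and edgeR called 35 and DESeq2 136. Nr4a2 differed by -3.05 ± 0.38, Tlr5 by -2.56 ± 0.26, Mrvi1 by -2.18 ± 0.19, Syt9 by -2.0 ± 0.30 and Slc45a3 by -1.99 ± 0.22, and Rasd2 by 1.54 ± 0.21. Single libraries moved the count to between 14 and 134.

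The wild-type HFD groups of the AQ and transgene arms, neither of them treated, differed in 559 genes, 348 higher and 211 lower in the controls of the transgenic mice, with 2528 at an unadjusted p under 0.05. Counts by edgeR and DESeq2 were 562 and 756. This difference went with GC content at r = 0.306 across genes, and 268 genes passed with the GC trend removed, 243 of them among the 559. The labels do not say how these groups differ, so levels are compared here within an arm. Single libraries moved the count to between 145 and 748.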

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

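The tests of the patterns weighed here were chosen after the patterns were seen, apart from the splits of the libraries and the GC test without untreated HFD replicate 3. The AQ effect differed between chow and HFD in 89 genes, tested as an interaction in limma. On the log2 scale the AQ effect was higher on HFD for Slc4a8 by 1.46, Fmo2 by 1.31, P2ry1 by 1.24, Adh1 by 1.21 and AW549542 by 1.16. It was lower for Tmem45b (-1.98), C4b (-1.94), Npas2 (-1.93), Col5a3 (-1.78) and Fbn1 (-1.68). Of 100 regroupings within each pair of groups, the real one included, 2 called as many genes, and the highest of the others called 113. Such regroupings stand for no AQ effect in either diet, and the share under 0.05 argues against that alone. They cannot decide how many calls an AQ effect equal in both diets would give.

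The AQ and transgene effects on HFD differed in 36 genes by the same kind of test. The AQ effect was higher for Rasd2 by 1.54, Sh3rf2 by 1.43, Cntfr by 1.30, Adrbk2 by 1.11 and Lrrc30 by 1.09. It was lower for Nr4a2 (-3.05), Tlr5 (-2.56), Mrvi1 (-2.18), Syt9 (-2.0) and Slc45a3 (-1.99). As many genes were called by 2 of 100 regroupings, and the highest of the others called 52. Here too the share argues only against the absence of both effects, and effects of equal size were not tested.

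The main comparisons of 3 libraries with 3 allow only 10 splits, too few for a share under 0.05. For diet 6 genes were called and 4 of the 10 splits gave as many, the highest of the others 30, which points to a structure of these libraries that does not follow diet. For AQ on HFD the real split called 6 genes and the highest other 0, for AQ on chow 139 and 1, for the transgene 75 and 1, and for the untreated HFD groups 559 and 6, each reached by 1 split. Gene lists passed as often in 5 splits for diet (10 lists, highest other 15), 2 for AQ on HFD (13, highest other 14), 7 for AQ on chow (7, highest other 13) and 4 for the transgene (9, highest other 12). Counts of lists with a preset correlation were therefore reached by groupings that mix the treatments.

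The genes called with AQ on chow leaned to GC-rich genes. With the GC trend of each library removed, 19 of 139 calls remained, which argues against that trend as the whole cause of these 19 and is consistent with a part in the other 120. Among those 120 the median absolute log2 fold change went from 0.46 to 0.37 and the median SE from 0.10 to 0.09, 105 of them became smaller in size, and the median adjusted p was 0.109 after. Of the lost calls 47 had an unadjusted limma p after removal at or under the 0.000545 that had sufficed before, and 73 had a higher one. The stricter adjustment thus had a part in the loss of the 47, as calls after removal reached only 7.48e-05. It was not the only part in each, since the p of Npas2 also rose, from 5.18e-05 to 0.000139. A GC trend also separated the HFD groups that never received AQ (r = 0.306), which argues against AQ as the sole source of such trends. The deviation of each library went with GC content at r = 0.05 to 0.28 with AQ on chow. It was 0.09 to 0.23 in the transgene arm, never given AQ, and -0.38 to -0.02 in all other libraries. The cholesterol list lay at 0.14 to 0.16 from its mean over all libraries in the transgene controls, beside 0.09 to 0.11 with AQ on chow. Plin4, at 288 to 319 CPM in those controls, lay above its 187 to 225 CPM with AQ on chow. An effect of AQ on the genes called on chow and a library batch stay open.

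The clock genes Arntl, Npas2 and Per2 differed between AQ and control on chow. Removal of the GC trend took their log2 fold changes from 1.24 ± 0.28, 1.39 ± 0.26 and -1.30 ± 0.30 (SE) to 1.28 ± 0.28, 1.25 ± 0.26 and -1.35 ± 0.30, a fall of 0.02 in the median size, which argues against that trend as the source of their size. All 3 calls nevertheless ended, at limma adjusted p-values of 0.0677, 0.0601 and 0.0677. The limma unadjusted p-values of 0.000213, 0.000139 and 0.000333 lay under the 0.000545 that had sufficed before but over the 7.48e-05 that sufficed after. Those of Arntl and Per2 had fallen, from 0.000327 and 0.000414, so their calls ended through the stricter adjustment. That of Npas2 had risen from 5.18e-05, which would have sufficed after, so its higher p had a part in the loss. An AQ effect alike in both diets is argued against by interactions at least 3.7 SE from 0, but these genes were picked on the chow libraries, which enlarges the interactions, and only that of Npas2 passed over all genes (limma adjusted p = 0.0522, 0.0287 and 0.0932). Different clock phases at collection may contribute, since the clock score spanned 3.72 log2 units among untreated chow libraries against 1.64 between the group means, and an AQ effect on the clock stays open too, as times of collection are not given in the sources used here.

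The calls for AQ on HFD rose from 6 to 224 without untreated HFD replicate 3. The GC trend is argued against, since 243 genes were called without replicate 3 after its removal. A larger share of other cell types in replicates 1 and 2 stays open. Matrix and nerve markers were higher there by 0.54 ± 0.10 and 0.73 ± 0.08 (mean log2 difference, SE over genes). Endothelial markers were higher by 0.14 ± 0.06, and adipocyte markers differed by -0.17 ± 0.22. Leukocyte markers were lower there (-0.19 ± 0.05). They lay at -0.13 and 0.09 from their mean over all libraries in replicates 1 and 2 and at 0.17 in replicate 3. Their difference rests on 1 library and does not exceed the spread between replicates 1 and 2, so nothing is concluded from these markers. A wrong label may account for the rise in calls. Replicate 3, held out of the choice of genes, lay at 0.74, within the 0.69 to 0.84 of the AQ libraries and beyond the 0.24 and 0.26 of the other untreated ones. Tests of 1 library over all genes in limma do not decide the label, since 1 library has no spread of its own. By chi-square per degree of freedom, replicate 3 lay at 10.1 to 11.2 from the AQ libraries and at 20.2 and 20.5 from replicates 1 and 2. The AQ libraries lay at 4.26 to 6.37 from each other, and replicates 1 and 2 at 22.1. Replicate 3 thus lay nearer to the AQ libraries than to replicates 1 and 2, but farther from them than they lay from each other. A first form of the held-out test had pointed against a wrong label and was set aside because its genes had been chosen with the AQ libraries and replicates 1 and 2, which biased it. The form kept also chose the genes for replicate 3 on those libraries, but it placed each of them likewise on genes chosen without it. Other values go with the label as given, so that replicates 1 and 2 standing apart and variation between animals are as open: leukocyte markers lay at 0.17 from their mean over all libraries in replicate 3 against -0.29 to -0.20 with AQ, adipocyte markers at 0.48 against -0.99 to 0.07 and respiratory chain genes at -0.04 against 0.22 to 0.33 (0.11 and 0.24 in replicates 1 and 2), and the 9 libraries of other groups never given AQ reached 0.38 to 0.72 on the genes ranked first without replicate 3.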

How the results depend on the processing

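The GC trend, the clock score and the block with GC trend removed were chosen after the data were seen, and the other alternatives before. The 81 named calls kept their direction in all alternatives run, and 59 were lost in at least 1. Of 88 named results not called, 3 reversed in some alternative. Nr4a2 in transgenic muscle was 10.1 to 13.4 times higher without single libraries. Where not stated, the cause was not tested. Small changes at low counts are limited by depth, as 3 reads equal up to 0.277 CPM.

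Counts follow the order diet, AQ on HFD, AQ on chow, transgene, interaction, AQ minus transgene and untreated HFD groups, with main counts 6, 6, 139, 75, 89, 36 and 559. DESeq2 called 47, 143, 280, 171, 229 and 136 in the first 6. Library weights gave 62, 75, 1030, 121, 275 and 101. Fits with only the groups compared, which have fewer residual degrees of freedom, gave 2, 1 and 12 in the first 3 and 96 in the last. Of the main calls in the first 3 they kept 1 of 6, 0 of 6 and 11 of 139. For the transgene they gave 94, with 58 of the 75 kept, so fewer degrees of freedom did not lower every count. Quantile normalization gave 2 for diet and robust variances 12 for AQ on HFD. With the GC trend removed, AQ on chow, the interaction and the untreated HFD groups gave 19, 25 and 268. The clock covariate gave 16 for AQ on HFD, 30 for the interaction and 319 for the untreated groups. It gave 120 for AQ on chow, with 52 of the 139 kept, and 72 for the transgene, with 50 of the 75 kept. The clock score averaged -3.13 in transgenic and -1.65 in control libraries, so this covariate cannot fully separate the clock from the transgene.

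The replicate numbers did not pair the libraries, since correlations of same-numbered deviations ranged from -0.21 to 0.31 and not every library correlated best with its own number. With the replicate block the counts were 12 for diet and 49 for AQ on HFD. The block in fits of only the groups compared gave 0 for diet (949 at an unadjusted p under 0.05 in limma), 10, 9, 45 for the interaction, 56 for AQ minus transgene and 39 for the untreated groups. With the block and the GC trend removed they were 11, 54, 26, 42 for the interaction and 281 for the untreated groups.

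Without single libraries the counts ranged from 0 to 40, 0 to 224, 13 to 113, 43 to 72, 3 to 103, 14 to 134 and 145 to 748. The zeros for AQ on HFD, without AQ replicates 2 and 3, came with 1209 and 1067 at an unadjusted p under 0.05 in limma. With an estimated correlation 0 lists passed in each main comparison, and fry passed 0, 0, 1 (cholesterol) and 0. For cholesterol with AQ on chow the estimated correlation, 0.000999, was below the preset 0.01. The loss of that list thus did not come from a higher correlation. Lists passing without single libraries ranged from 9 to 12, 8 to 14, 6 to 12 and 6 to 10.

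Some directions reversed near 0. Mean log2 fold changes were -0.00487 for heat shock with diet without HFD replicate 2 (up to 0.71 without replicate 3), 0.016 for fast fibre with AQ on HFD under quantile normalization and 0.00372 for fatty acid genes with the transgene without its control replicate 1 (down to -0.25 without replicate 3). The correlation of AQ on HFD with the transgene ranged from -0.0039 to 0.142 without single libraries. That with AQ on chow ranged from -0.0935 to 0.0731, was 0.058 without HFD replicate 3 and 0.021 without HFD AQ replicate 3, and was 0.010 with the GC trend removed, with or without the block. That of diet with AQ on HFD ranged from -0.650 to -0.370. Nr4a2 changed by 0.11 with diet under library weights and by 0.066, 0.035 and 0.00025 without HFD replicate 3, chow replicate 1 and chow replicate 3, and by -0.13 without chow replicate 2. With AQ on HFD it changed by 0.00988 under quantile normalization and by 0.032, 0.0048 and 0.14 without untreated replicates 1 and 2 and AQ replicate 1, and by -0.22 without AQ replicate 3. Nr4a3 differed between AQ and the transgene by 0.13 without transgenic replicate 1 and by -0.91 without untreated HFD replicate 3.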

Other observations

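Noncoding RNAs were among the genes called with the transgene, chosen here after their values were seen. The imprinted transcripts Meg3 and Rian, neighbours on chromosome 12, rose by 0.60 ± 0.13 and 0.79 ± 0.13 on the log2 scale (limma adjusted p = 0.0368 and 0.00345). C130080G10Rik, annotated as antisense on chromosome 2 from 114054335 to 114064868, rose from 1.22 ± 0.39 to 44.2 ± 24 CPM beside Actc1, whose gene ends at 114053548. Their annotated bodies do not overlap, but the use of strand is not given in the sources used here, and a read from beyond the end of either gene cannot be assigned.

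Odf3l2, Shc2 and C2cd4c, which fell together, lie next to each other on chromosome 10 between 79606854 and 79645738. The hypothesis that genes called with the transgene cluster along the chromosomes was tested on all 72 calls with a position, by a prediction written before the count was seen, though the pair with Actc1 was known. Another called gene lay within 1 Mb for 7 of them, against a median of 8 and a 95th percentile of 14 over 10000 random sets, so clustering was not found. A change at a single locus is too small for this count to exclude.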
